A study of Mus musculus with 11 samples.

How the data were processed

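RNA was measured in 11 libraries of auxin-degradable CTCF mouse embryonic stem cells. Per the labels, RNA was purified on columns, strand-specific libraries were made with a directional kit and sequenced on an Illumina NovaSeq instrument. The authors deposited a table of raw counts per gene symbol and a table of TPM (length-scaled transcript abundance) for the same libraries, and both were read as deposited. The aligner, the counting tool, the annotation, the genome build and any trimming are not stated in the labels or the file headers, so no genomic coordinates are given, and whether the counting used strand is not known. Genes that overlap others or share reads with near-identical copies are therefore uncertain. The count columns held whole numbers with different sums per library. In the deposited TPM table the ratio of count to TPM differed between genes by 1 fixed length per gene, to a relative difference of at most 1.82e-14, and 98.7% of these lengths were proportional within 1% to the summed exons of GENCODE mouse release M21. The TPM values thus carry the same reads as the counts. Of the tested symbols 98.9% were found in GENCODE M21, which was used only for chromosome, gene type, GC content and length. No column belonged to other samples and no row lacked a gene name.

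Libraries were grouped by their labels into EV untreated (3), EV auxin (2), FL auxin (3) and H373R auxin (3). A further EV auxin replicate was not analysed here. What EV and FL stand for was not assumed beyond the labels. The total count per library was 13465241 to 29902246. The common biological coefficient of variation was 0.0578.

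Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter by group (16420 genes kept), a group-means model over all 11 libraries and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. All libraries entered each fit so that the 2 EV auxin libraries borrowed the spread of the other groups. Log2 fold changes carry the standard error of the model. Group values are TMM-scaled CPM with the SD over libraries. Library similarity, principal components and the axis score used log2 CPM with a prior count of 2. The depletion axis score of a library is the projection of its difference from the EV untreated mean onto the difference between the EV auxin and EV untreated means, over the depletion genes. FL and H373R scores were compared by a two-sided exact permutation test. Depletion genes called back are those past the threshold against EV auxin in the opposite direction. Their share was set beside 20 simulations of groups with the EV auxin means and the measured dispersions, called both at an adjusted p under 0.05 and at the largest raw p that passed in the real comparison. Where all libraries of a group had 3 counts or fewer, the fold is given as a bound against 3 counts. Such a bound is a ratio to 3 counts and does not allow for counting error in the low group, so the true fold may be smaller. Reads without molecular identifiers are also not independent molecules.

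The 7 lists (clustered protocadherins, genes of the 2-cell embryo, p53 targets, pluripotency genes, lineage markers, imprinted genes and interferon-stimulated genes) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 42 tests, with fry and an estimated correlation beside it. A list of aryl hydrocarbon receptor targets and a list of primitive endoderm markers were added later and appear only in the closing section.

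The named genes are Ctcf, the 3 genes with the largest rise and the 3 with the largest fall in 4 comparisons (EV auxin against EV untreated, FL against EV auxin, H373R against EV auxin and H373R against FL), among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups, and up to 3 members of each list with the smallest adjusted p after auxin. A gene that met this rule is not reported here. The groups, tests, lists, this rule and most alternatives were fixed before the data were examined.

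The alternatives were RLE and upper quartile scaling, DESeq2 1.42.0, no filter, at least 10 counts in every library, only the libraries compared, the replicate number as a block, robust dispersion, an adjusted p under 0.01, a log2 fold change of at least 1, limma on log2(TPM + 1) with a TPM of at least 1 in 2 libraries, a pseudocount of 0.1, no TPM filter, and leaving out each library in turn. Removal of trends with GC content and gene length, and thinning of all libraries to the smallest total count, were added after the data were seen. A planned test of G-quadruplex motifs in promoters needed a genome sequence, which was not used here. The scripts were tested on simulated counts for the 16420 genes with 200 genes changed 2-fold between EV auxin and EV untreated. These 200 genes were drawn from those with a mean of at least 2 CPM. edgeR found 99.0% of them with 12 false calls, DESeq2 98.5% with 11 and limma on TPM 96.5% with 11. Smaller changes and less abundant genes were not seeded, so these shares do not describe them. A group placed midway on the axis scored 0.494 in this simulation.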

Results

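RNA was sequenced from mouse embryonic stem cells of the CTCF-AID line EN52.9.1. In this line the endogenous CTCF protein, a zinc finger protein that binds DNA and shapes chromosome folding, carries a degron, and the auxin analogue indole-3-acetic acid triggers its degradation. The 11 libraries analysed fell into 4 groups by their labels. EV cells without auxin (EV untreated) gave 3 libraries and EV cells with 500 µM auxin (EV auxin) gave 2 libraries. Auxin-treated cells that received FL CTCF (FL auxin) gave 3 libraries, and auxin-treated cells that received CTCF with the H373R substitution (H373R auxin) gave 3 libraries. The titles of the H373R libraries read ZF4, and the name H373R was taken from their other labels. The total count per library ranged from 13465241 in FL auxin replicate 2 to 29902246 in EV untreated replicate 1. Of 55228 gene symbols in the table, 24727 had no count in any library and 16420 had enough counts to be tested. The tested genes held 99.9% of the counts of each library.

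Libraries of the same group agreed closely, with Pearson's r across genes of 0.992 to 0.996 on log2 CPM (counts scaled to library size). Pairs from different groups had r of 0.981 to 0.993, so the ranges overlapped slightly. No pair of the same group agreed within sampling noise, so each library was counted as a separate replicate. The comparison is with counting noise alone, so it cannot tell separate cultures from separate preparations of the same culture. The chi-square statistic per degree of freedom was 1.96 for EV untreated replicates 2 and 3, and 2.19 to 5.06 for the pairs of the other groups. For EV untreated replicate 1 it was 15.9 against replicate 2 and 14.9 against replicate 3. The deviation of this library from its group mean correlated across genes with the GC content of the gene (r = 0.56 over 16244 genes, which are not independent replicates). The library was kept, and the counts of changed genes without it are given below. In a principal component analysis the first component held 40.5% of the variance. On it the EV untreated libraries lay between -41.2 and -30.3, the EV auxin libraries at 2.38 and 3.30, the FL libraries between 10.6 and 15.1 and the H373R libraries between 21.7 and 23.3. The second component held 18.98% of the variance and separated EV auxin (-29.6 and -27.9) from FL (16.2 to 23.5), with H373R in between (-3.94 to -2.53).

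Because the degron acts on the protein, the Ctcf transcript was examined first. Ctcf had 325 ± 27.5 CPM (SD, n = 3) in EV untreated, 361 ± 3.63 CPM (SD, n = 2) in EV auxin, 337 ± 11.3 CPM (SD, n = 3) in FL and 321 ± 13 CPM (SD, n = 3) in H373R libraries. It passed the threshold in none of the 6 comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest edgeR adjusted p was 0.0683, for H373R against EV auxin (log2 fold change -0.17 ± 0.064, SE). Removal of GC content and gene length trends, chosen after seeing the data, put the difference between EV auxin and EV untreated past the threshold, at a log2 fold change of 0.16. Both EV auxin libraries (359 and 364 CPM) lay above every library of the other groups (highest 350 CPM, in FL), whose ranges overlapped. The Ctcf counts therefore did not separate EV untreated, FL and H373R and gave no check of these labels. Whether reads from the reintroduced sequences were counted under this symbol is not stated in the labels. The gene lies on chromosome 8, whose tested genes had a median log2 difference of -0.12 between FL and EV auxin and -0.076 between H373R and EV auxin.

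The first comparison asked which transcripts changed when auxin was added to EV cells. Between EV auxin and EV untreated, 3392 of 16420 genes had an edgeR adjusted p under 0.05, of which 1849 were higher and 1543 lower in EV auxin. These are called depletion genes below. At least a 2-fold change was seen for 560 of them, and the median size of the log2 fold change was 0.45. At the same threshold the count ran from 2013 with only the libraries compared to 5444 without EV untreated replicate 1, and 3246 of the latter were among the 3392. An auxin-treated line without the degron was not analysed here, so the comparison covers every effect of adding auxin.

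**Figure D1:**
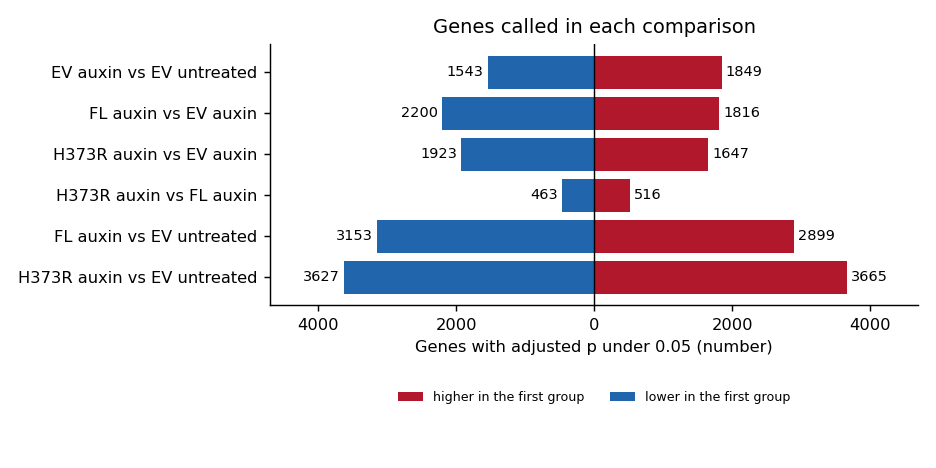
Number of genes with an edgeR adjusted p under 0.05 (horizontal axis) in each of the 6 comparisons, with genes higher in the group named first to the right of 0 and genes lower in it to the left. The comparison of H373R with FL has the fewest genes, 516 higher and 463 lower, and that of H373R with EV untreated the most, 3665 higher and 3627 lower.

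The largest rises after auxin among genes with a mean log2 CPM of at least 1 were in Nutm1, Zcwpw2 and Dio3. Nutm1 (chromosome 2) went from 0.495 ± 0.145 CPM (SD, n = 3) to 5.39 ± 0.760 CPM (SD, n = 2), a log2 fold change of 3.40 ± 0.22 (SE) with an edgeR adjusted p of 3.44e-08. Zcwpw2 on chromosome 9, a transcribed pseudogene in GENCODE M21 whose reads are therefore of uncertain origin, rose by 2.62 ± 0.19 (SE) on the log2 scale. Dio3 (chromosome 12) rose by 2.41 ± 0.16 (SE). The largest falls were in Prss41, Nkd2 and Pcdhga11. Prss41 (chromosome 17) had 6.05 ± 0.456 CPM (SD, n = 3) in EV untreated but only 3 and 2 counts in the EV auxin libraries. Set against 3 counts, it was 35.4-fold lower there (edgeR adjusted p 2.26e-09). Nkd2 (chromosome 13) went from 8.98 ± 0.339 CPM (SD, n = 3) to 0.373 ± 0.117 CPM (SD, n = 2), a log2 fold change of -4.61 ± 0.24 (SE). Pcdhga11 (chromosome 18) had a log2 fold change of -3.68 ± 0.24 (SE). It belongs to a cluster of genes that share exons, so its reads could have been split between members.

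The next comparisons asked what each reintroduced protein changed relative to EV auxin. FL auxin differed from EV auxin in 4016 genes (1816 higher and 2200 lower), of which 395 changed at least 2-fold. H373R auxin differed from EV auxin in 3570 genes (1647 higher and 1923 lower), of which 142 changed at least 2-fold. Without EV untreated replicate 1 the H373R count was 5397. On the log2(TPM + 1) scale with limma the share of higher genes fell to 28.1% for FL, against 45.2% on counts, and to 35.4% for H373R, against 46.1%.

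The largest rises with FL were in Prss41, Pcdhga11 and Apob. Prss41 reached 1.66 ± 0.198 CPM (SD, n = 3). Set against 3 counts in EV auxin, it was 9.70-fold higher (edgeR adjusted p 1.01e-05). Pcdhga11 reached 2.68 ± 0.115 CPM (SD, n = 3). Apob (chromosome 12) rose by 2.32 ± 0.24 (SE) on the log2 scale. The largest falls with FL were in Gm16973 (log2 fold change -1.48 ± 0.23, SE), Ccdc73 (-1.43 ± 0.22, SE) and Ddr2 (-1.40 ± 0.094, SE). With H373R the largest rises were in Apob (1.86 ± 0.25, SE), Cubn (1.43 ± 0.14, SE) and Klb (1.41 ± 0.17, SE). The largest falls with H373R were in Fam13b (-1.50 ± 0.13, SE), Efhc2 (-1.32 ± 0.16, SE) and Ocel1 (-1.31 ± 0.12, SE). Some of these genes had not moved with auxin in EV cells, or lay outside the levels of both EV groups. The log2 fold change between EV auxin and EV untreated was 0.13 ± 0.18 (SE, edgeR adjusted p 0.678) for Ccdc73 and -0.096 ± 0.14 (SE, edgeR adjusted p 0.687) for Efhc2. Against EV untreated, Cubn was higher by 1.98 on the log2 scale in FL and by 1.12 in H373R, and Klb by 2.16 and 1.31.

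Of the 3392 depletion genes, 1179 (34.8%) were called back by FL, that is, they differed from EV auxin in the direction opposite to the depletion change, and 194 were called further in the direction of that change. For H373R, 629 (18.5%) were called back and 359 further. Both proteins called back 551 genes, FL alone 628, H373R alone 78, and neither 2135. Because the depletion genes and the reintroduction comparisons share the EV auxin libraries, unchanged groups were simulated against the same controls. Each of 20 such simulations gave its own depletion genes, 4307 to 4515 of them and so a larger set than the 3392, and each simulated value below is taken over the depletion genes of its own simulation. At most 0.0229% of them were called back at an adjusted p under 0.05, and at most 2.06% at a raw p of up to 0.0122, the largest raw p called for FL against EV auxin. The simulated libraries carried no trends with GC content and no other differences between groups, so this value is a low one. Across the depletion genes the correlation of the depletion change with the change against EV auxin was -0.71 for FL and -0.34 for H373R, while the simulated unchanged groups gave -0.44 to -0.29. The H373R value was thus within the range that the shared control alone produced.

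The overlap was therefore examined again with no shared library, taking the depletion change from one EV auxin replicate and the change with each protein from the other. Over the 270 genes that moved at least 2-fold in replicate 1, the correlation across genes was -0.84 for FL and -0.30 for H373R, with slopes of -0.436 and -0.0884. Over the 250 genes that moved at least 2-fold in replicate 2, it was -0.83 for FL and -0.29 for H373R, with slopes of -0.453 and -0.0929. A slope of 0 is no return and a slope of -1 a full return. Of the 270 genes, 246 lay back toward EV untreated in FL and 172 in H373R.

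Each library was also placed on an axis from the EV untreated mean (0) to the EV auxin mean (1) over the 3392 depletion genes. The FL libraries scored 0.589 ± 0.0128 (SD, n = 3) and the H373R libraries 0.887 ± 0.00351 (SD, n = 3), a difference of 0.299. All 3 H373R scores were above all 3 FL scores, and the two-sided exact permutation test gave p = 0.1, the smallest p this design allows. Since the axis was built from the EV libraries themselves, an unchanged group does not score exactly 1. Simulated groups with the EV auxin means scored 0.900 to 0.923, and simulated groups with the EV untreated means 0.0371 to 0.0545. The H373R mean lay 0.0121 below the lowest of the former and the FL mean 0.311 below it. The simulated sets held 4307 to 4515 genes, so their scores need not match an unchanged group over the 3392. With the axis built from the other EV auxin replicate, EV auxin replicates 1 and 2 scored 0.963 and 0.960. Both replicates had served to choose the genes, so these 2 values may be too high. The FL score and the difference moved most when the median ratio over genes replaced the projection, to 0.629 and 0.265. The H373R score moved most after removal of GC content and gene length trends, chosen after seeing the data, to 0.859. With depletion genes at an adjusted p under 0.01 it was 0.903, and without EV untreated replicate 1, over the same 3392 genes, it was 0.895. The simulated range belongs to the main setting, so the small H373R margin below it cannot be judged in these settings.

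**Figure D2:**
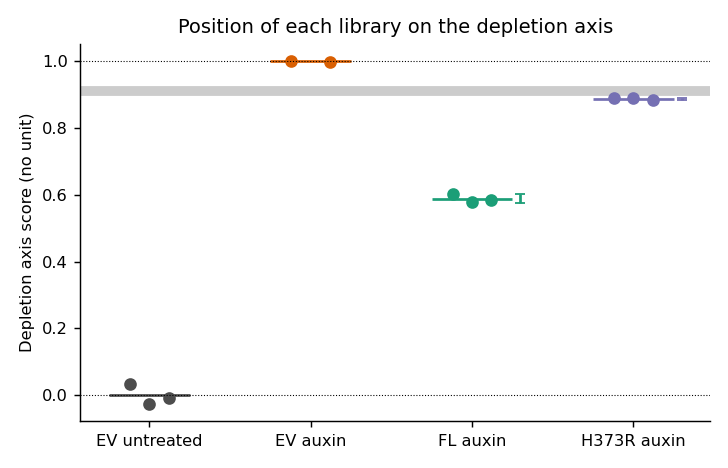
Depletion axis score of each library (points), with group means (horizontal lines) and the SD beside the FL and H373R groups. The grey band is the range 0.900 to 0.923 of simulated groups that did not differ from EV auxin, and by construction the EV groups centre on 0 and 1.

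The direct comparison of H373R with FL asked how the mutant differed from the FL protein under the same treatment. It gave 979 genes, 516 higher and 463 lower in H373R, of which 78 differed at least 2-fold. This count depended on the libraries used, from 510 without H373R replicate 3 to 2323 without EV untreated replicate 1, which lies outside the comparison but enters the shared estimate of spread. All 979 genes were among the 2323. Of the 979 genes, 587 were depletion genes, and 550 of these changed from FL to H373R in the direction of the depletion change while 37 changed in the opposite direction. The correlation across the 3392 depletion genes between the depletion change and the change from FL to H373R, which share no library, was 0.70, against a range of -0.078 to 0.060 in the simulated unchanged groups. Over the 13028 other tested genes it was 0.17.

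**Figure D3:**
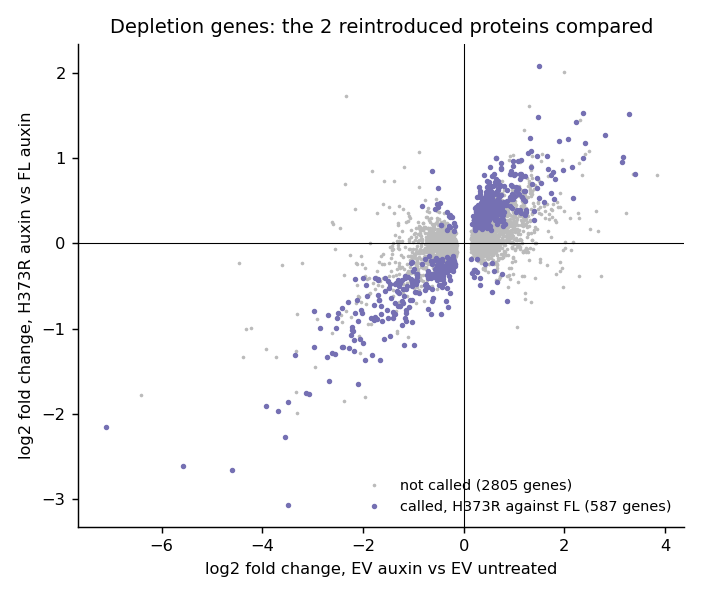
Log2 fold change of EV auxin against EV untreated (horizontal axis) and of H373R against FL (vertical axis) for the 3392 depletion genes, each a point. The 587 genes called between H373R and FL are in purple, and 550 of them lie in the quadrants where both changes have the same sign.

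The genes furthest apart between H373R and FL were Dlx2, Dio3 and Kif26b among those higher in H373R, and Efhc2, Nkd2 and Prss41 among those lower. Dlx2 (chromosome 2) had 0.778 ± 0.0757 CPM (SD, n = 3) in EV untreated, 4.08 ± 0.281 CPM (SD, n = 2) in EV auxin, 1.99 ± 0.280 CPM (SD, n = 3) in FL and 5.64 ± 0.478 CPM (SD, n = 3) in H373R. Its log2 fold change between H373R and FL was 1.53 ± 0.14 (SE, edgeR adjusted p 7.47e-06). Dio3 was 1.17 ± 0.12 (SE) higher and Kif26b 1.03 ± 0.14 (SE) higher on the log2 scale. Nkd2 was at 1.68 ± 0.419 CPM (SD, n = 3) in FL and 0.249 ± 0.103 CPM (SD, n = 3) in H373R, and Prss41 at 1.66 ± 0.198 and 0.270 ± 0.0855 CPM (SD, n = 3 each). Efhc2 (chromosome X) had the largest fall, with a log2 fold change of -2.73 ± 0.13 (SE, edgeR adjusted p 2.94e-08). It stood at 9.88 ± 1.88 CPM (SD, n = 3) in EV untreated and 9.20 ± 1.03 CPM (SD, n = 2) in EV auxin, but at 24.2 ± 1.80 CPM (SD, n = 3) in FL and 3.67 ± 0.292 CPM (SD, n = 3) in H373R.

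**Figure D4:**
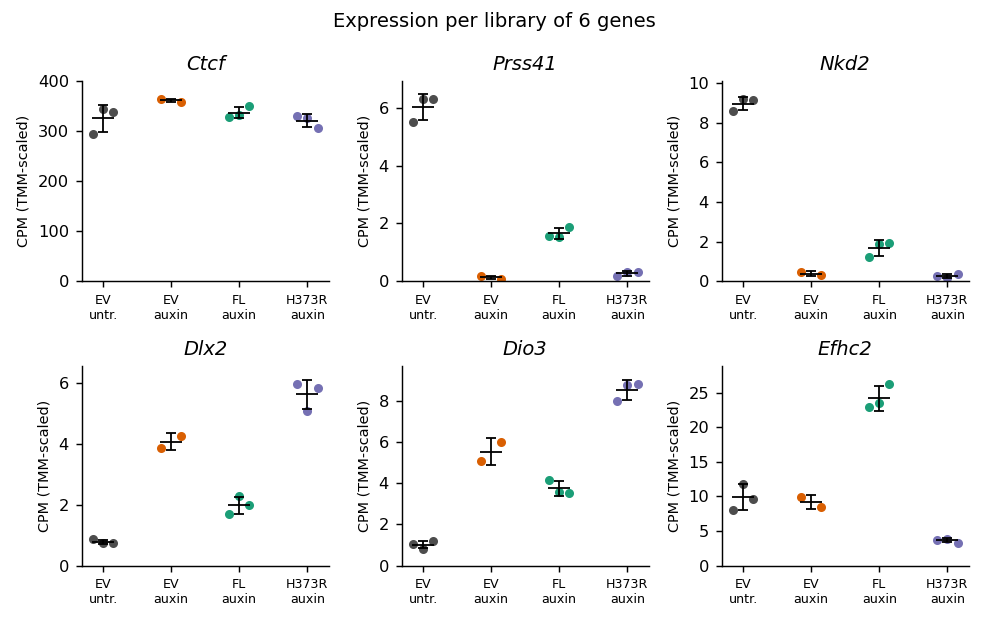
TMM-scaled CPM of 6 genes in each library (points), with the mean and SD of each group (black). Ctcf differs little between groups, Prss41 and Nkd2 are low in EV auxin and H373R, Dlx2 and Dio3 are highest in H373R, and Efhc2 is at 24.2 CPM in FL against 3.67 CPM in H373R.

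The last 2 comparisons asked what remained different from untreated cells. FL differed from EV untreated in 6052 genes (2899 higher and 3153 lower) and H373R in 7292 genes (3665 higher and 3627 lower). Among the depletion genes, 62.4% still differed from EV untreated in FL and 76.6% in H373R. Of all tested genes, 36.9% differed from EV untreated in FL and 44.4% in H373R. The depletion genes were chosen by their difference from the same EV untreated libraries, which can raise their shares. No simulated value was obtained for these shares, so the size of this effect is not known. The counts of 6052 and 7292 genes exceeded the 3392 genes of the auxin comparison. EV auxin had fewer libraries than FL or H373R, so the counts do not come from equally sensitive tests.

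The 7 gene lists fixed before the data were examined were tested in the 6 comparisons with camera, a competitive test on voom-transformed counts. Of the 42 tests, 20 had an adjusted p under 0.05. All 20 held under fry, which gave 31, and 12 of them under camera with an estimated correlation. Among 16 tested clustered protocadherins the median log2 fold change was -2.31 between EV auxin and EV untreated (camera adjusted p 4.09e-08), and 13 were called, all lower (14 when adjusted over the list alone). In 7 of the 16 both EV auxin libraries had 3 counts or fewer, and with these set to the bound the median was -2.14. Set against 3 counts, Pcdhga7 was 4.598-fold lower and Pcdhgb8 6.53-fold lower. The list was higher in FL than in EV auxin (median 1.89, or 0.73 with bounds, camera adjusted p 7.74e-06), with 16 of 16 members higher. For H373R against EV auxin the median was 0.31, or 0.12 with bounds, and the test did not pass by camera (adjusted p 0.125) but did by fry (adjusted p 0.00322). The list was lower in H373R than in FL (median -1.16, or -1.03 with bounds, camera adjusted p 2.10e-07) and lower in H373R than in EV untreated (median -2.21, or -1.81 with bounds, camera adjusted p 1.62e-04). FL against EV untreated (median -0.49) did not pass by camera (adjusted p 0.0685) but did by fry (adjusted p 5.26e-04), and 9 members were called, 8 of them lower, so the list was not fully back at the EV untreated level. These directions held under the other count scalings, and only 3 members passed the TPM minimum. Because the members share exons, the values of single genes are uncertain.

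Among 28 p53 targets the median log2 fold change after auxin was -0.41 (camera adjusted p 1.57e-10), and 20 were called, 18 of them lower (24 called when adjusted over the list alone). Cdkn1a went from 114 ± 7.36 CPM (SD, n = 3) to 66.1 ± 1.90 CPM (SD, n = 2), with a log2 fold change of -0.79 ± 0.065 (SE), and Btg2 (-0.91 ± 0.066, SE) and Plk2 (-0.70 ± 0.061, SE) fell as well. The list was higher than in EV auxin both in FL (median 0.11, camera adjusted p 0.001003) and in H373R (median 0.19, camera adjusted p 5.77e-06). Between H373R and FL (median 0.023) it did not pass by camera (adjusted p 0.151) but did by fry (adjusted p 0.0145). Against EV untreated it stayed lower in FL (median -0.24, camera adjusted p 9.70e-04) and in H373R (median -0.18, camera adjusted p 0.0419). Among 22 pluripotency genes the median was -0.10 after auxin (camera adjusted p 0.00861), with 11 called (14 when adjusted over the list alone). Fgf4 (-0.57 ± 0.051, SE) and Nr0b1 (-0.70 ± 0.084, SE) fell while Dppa3 rose (1.05 ± 0.075, SE). The pluripotency list was slightly higher in FL than in EV auxin (median 0.10, camera adjusted p 0.0270), and its 4 other tests did not pass by camera. By fry the list was lower in H373R than in FL (adjusted p 0.00348). It was also lower by fry than in EV untreated, both in FL (adjusted p 0.00447) and in H373R (adjusted p 8.88e-05). H373R against EV auxin did not pass by fry either (adjusted p 0.0975).

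Among 23 lineage markers the median was 0.36 after auxin (camera adjusted p 0.00151), with 9 called (13 when adjusted over the list alone), Lefty1 (1.13 ± 0.094, SE), Lefty2 (0.98 ± 0.058, SE) and Krt18 (0.58 ± 0.070, SE) among them. As a list they were higher still in FL than in EV auxin (median 0.38, camera adjusted p 0.00396) and than in EV untreated (median 0.81, camera adjusted p 9.02e-09), and higher in H373R than in EV auxin (median 0.29, camera adjusted p 0.0240) and than in EV untreated (median 0.60, camera adjusted p 2.84e-06). Between H373R and FL the list was lower (median -0.10, camera adjusted p 0.00695). With an estimated correlation only FL against EV untreated passed of these 6 tests. Single members moved back, Lefty2 with FL (-0.21 ± 0.058, SE, edgeR adjusted p 0.0162) and with H373R (-0.38 ± 0.057, SE, edgeR adjusted p 4.28e-04), and Lefty1 with FL (-0.30 ± 0.094, SE, edgeR adjusted p 0.0315). Among 31 imprinted genes the depletion comparison showed no common direction (camera adjusted p 0.954), although 10 were called (13 when adjusted over the list alone), such as Nnat (0.98 ± 0.092, SE), Peg12 (-1.52 ± 0.23, SE) and Mkrn3 (-0.71 ± 0.11, SE). The imprinted list was higher in FL than in EV auxin (median 0.17, camera adjusted p 0.01004) and than in EV untreated (median 0.18, camera adjusted p 0.0406), and higher in H373R than in EV auxin (median 0.20, camera adjusted p 0.00556). The lists of 16 genes of the 2-cell embryo and 18 interferon-stimulated genes passed in none of the 6 comparisons by camera. By fry both passed after auxin (adjusted p 0.0373 and 0.00686) and in FL against EV auxin (adjusted p 0.0390 and 0.00871), and in no other comparison. After auxin their medians were 0.31 (camera adjusted p 0.125) and 0.15 (camera adjusted p 0.412). Single interferon-stimulated genes went both ways, with Ifit2 (-1.33 ± 0.22, SE) lower and Zbp1 (1.32 ± 0.23, SE) higher. Many genes of the 2-cell list have near-identical copies, so their counts are uncertain.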

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

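The tests of GC content and depth were fixed before their results were seen, while the cutoffs of the simulation, and the thinned simulation, were chosen after results had been seen. Against EV auxin, 15 genes moved in opposite directions with FL and with H373R, each past the threshold in both comparisons and in the direct comparison of H373R with FL, so the difference itself was tested for every gene. Among them were Efhc2 (log2 fold change 1.41 ± 0.13 with FL and -1.32 ± 0.16 with H373R, SE), Cc2d2a (1.19 ± 0.15 and -0.67 ± 0.17), Dlx2 (-1.06 ± 0.16 and 0.46 ± 0.13), Dio3 (-0.56 ± 0.14 and 0.61 ± 0.12) and Spry4 (0.51 ± 0.047 and -0.15 ± 0.046). Cc2d2a and Spry4 were chosen after their values were seen. Of the 15, 12 were depletion genes, and in all 12 H373R lay further from EV untreated than EV auxin did.

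The tables argue against trends with GC content and gene length as the whole cause. After removal of these trends 38 genes met the same rule, 13 of the 15 among them. After all libraries were thinned to the smallest total count 8 genes met it, only 5 of the 15 among them. The simulations described next, thinned in the same way and called at the largest raw p of each thinned real comparison, gave 2 to 13 genes (mean 6.10), so an effect of library depth cannot be told apart from chance. The number 15 itself is not beyond chance either. In 20 simulations with FL at its measured means and H373R at the EV auxin means, between 5 and 15 genes met the rule when called at the largest raw p of each real comparison (mean 9.05), so an H373R group equal to EV auxin at these genes may give as many. With the adjustment made within each simulation none did, but this adjustment is stricter where few genes change. Efhc2 has the smallest edgeR adjusted p of the 15 against EV auxin in H373R (9.31e-05). What stays open is which of the 15 differ from EV auxin in H373R at all, and whether the FL and H373R cultures differed in another way than through the protein, for which the design holds no control.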

How the results depend on the processing

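Every count of changed genes was recomputed under 14 other settings and in the fits that each left out one library. Where a count moved by more than 1.5 times, the cause was not tested unless the setting itself shows it, as a stricter threshold does. An adjusted p under 0.01 gave 1939 genes for EV auxin against EV untreated, 2169 for FL against EV auxin, 1843 for H373R against EV auxin, 436 for H373R against FL and 3980 for FL against EV untreated. A log2 fold change of at least 1 gave 560, 395, 142 and 78 genes for the first 4 comparisons, 664 for FL against EV untreated and 840 for H373R against EV untreated. With only the libraries compared, the counts were 2013 for EV auxin against EV untreated, 5898 for H373R against EV auxin and 1815 for H373R against FL. On unfiltered log2(TPM + 1) they were 2335 for H373R against EV auxin and 588 for H373R against FL. Removal of GC content and length trends, added after the data were seen, gave 2201 genes for H373R against FL, 955 of them among the 979. The other settings stayed within 1.5 times.

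The fits that each left out one library gave 2678 to 5444 genes for EV auxin against EV untreated, 2999 to 5800 for FL against EV auxin, 2440 to 5397 for H373R against EV auxin, 510 to 2323 for H373R against FL, 4776 to 7706 for FL against EV untreated and 6012 to 8927 for H373R against EV untreated. All 6 highest values came without EV untreated replicate 1. Where one EV auxin library was left out, no call was made for the 3 comparisons that use this group, since 1 library remained. The share of higher calls moved by over 10 percentage points on log2(TPM + 1): from 45.2% to 28.1% for FL against EV auxin, from 46.1% to 35.4% for H373R against EV auxin, and from 52.7% to 65.0% for H373R against FL, and on the unfiltered TPM from 47.9% to 36.9% for FL against EV untreated. At a log2 fold change of at least 1 it was 35.9% both for H373R against EV auxin and for H373R against FL (28 higher and 50 lower). Counts of higher and lower genes should therefore not be read as a balance. The median of all genes moved by less than 0.1 in each scaling.

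The replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their group means correlated between -0.087 and 0.28, with 3 of 15 pairs over 0.1. The replicate block gave 3197, 3978, 3532, 942, 6142 and 7436 genes in the order of the comparisons above, 35.1% and 19.1% of the depletion genes called back by FL and H373R, and 20 list tests past the threshold.

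The axis score of H373R stayed above that of FL in every setting. With genes at an adjusted p under 0.01 the H373R score was 0.903 and the difference 0.321. With genes of a log2 fold change of at least 1 the scores were 0.560 and 0.882 and the difference 0.322. A prior count of 0.5 gave 0.876 for H373R. The median ratio over genes gave 0.629 and 0.894 and a difference of 0.265. Removal of GC content and length trends gave 0.569 and 0.859. Leaving out each library in turn gave 0.572 to 0.603 for FL, 0.864 to 0.895 for H373R and a difference of 0.291 to 0.306. For these scores the depletion genes and the scaling were kept from the fit of all libraries, so the library left out had still served to choose the genes. The share of depletion genes called back was 30.1% for FL and 12.3% for H373R at an adjusted p under 0.01, 20.1% for H373R with at least 10 counts in every library, and 41% and 28% after removal of the trends. Without each library it was 29.6% to 37.8% for FL and 14.3% to 20.8% for H373R. Of the depletion genes that differed between H373R and FL, the share that changed from FL to H373R in the direction of the depletion change was 97.7% at an adjusted p under 0.01, 87.6% after removal of the trends and 91.95% to 96.2% without each library. For the lists, fry gave 31 tests past the threshold and camera with an estimated correlation 12, and without each library camera gave 19 to 21.

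None of the named genes reversed. Of 630 tested values for named genes, 629 kept their direction and side of the threshold and 1 moved past it (Ctcf after auxin, at 0.16 on the log2 scale after removal of the trends). Of 72 values without a test, where 1 EV auxin library remained, 65 moved by no more than the spread between replicates and 7 by more, all of them in Prss41, Pcdhga11 and Pcdhgb8, whose counts in EV auxin were near 0.

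The depth limits the low genes, and the numbers of libraries limit the tests of groups. For H373R against FL, FL against EV untreated and H373R against EV untreated, 1 of the 10 splits of the 6 libraries gave as many genes in each case, the real split, and 3 libraries against 3 cannot give a share below 0.1. The comparisons with EV auxin have 2 libraries on one side. The planned test of promoter G-quadruplex motifs, with its alternatives of window and background, was not run, since a genome sequence was not used here.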

Other observations

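All patterns below were found in these data and then examined on the same data. The tests of untreated replicate 1 against GC content and as a mislabelled sample, and of the Ctcf transcript, were chosen after the result was seen. The lists of primitive endoderm markers and aryl hydrocarbon receptor targets were written before their own values were seen.

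EV untreated replicate 1 departed from replicates 2 and 3. Its deviation from the group mean correlated across genes with GC content (r = 0.559), and after thinning to the smallest depth the correlation was still 0.483, which argues against depth as the cause. With the axis built from the other libraries it scored 0.0789, so it does not look like an auxin-treated library under a wrong label. A trend with GC content in this library is a candidate explanation for the larger counts of changed genes that every comparison gave without it. Removal of such trends from all libraries raised the count between H373R and FL from 979 to 2201 genes. Deviations of FL replicates 1 and 2, which enter that comparison directly, also correlated with GC content (r = 0.325 and -0.225). Which library's trend lies behind this rise was not tested.

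H373R lay further along the depletion axis than FL by 0.299. The gap was 0.291 after removal of trends with GC content and gene length, 0.297 after thinning to the smallest depth and 0.265 as a median ratio over genes, each far above the larger SD of the groups, so none of these accounts for it. A lower amount of the H373R protein cannot be told apart from a weaker protein, since protein was not measured here. The Ctcf transcript differed by -0.071 on the log2 scale between H373R and FL and its origin, endogenous or reintroduced, is not known.

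A G-quadruplex is a folded structure of guanine-rich DNA, and the study named CTCF as a protein that binds it. In place of promoters, the first 500 bases of the longest transcript were searched for the motif, a choice made after the data were seen. Among 3196 protein-coding depletion genes, 647 had the motif. Genes with it did not lie further toward EV auxin in H373R than genes without it. Within 10 bins of GC content the mean shift differed by -0.0074 (permutation p = 0.615, 10000 permutations). These transcript ends do not contain the DNA upstream of the gene, so promoter motifs remain untested.

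A group of 1500 genes moved the same way in FL and in H373R against both EV groups (598 higher and 902 lower), of which only 202 were depletion genes. After removal of GC content and length trends there were 2157 such genes, 1184 of them among the 1500, and after thinning 1214, 1138 of them among the 1500. In 20 simulations of unchanged groups the highest number was 13 when genes were called at the largest raw p of each real comparison, so shared controls do not give the pattern. The median difference of a whole chromosome was at most -0.114 either way (chromosome 11), too small for a copy gained or lost in all cells. It was -0.145 with trends removed and -0.16 for FL against EV auxin. Of the 1500 genes 287 (19.1%, against 13.4% of tested genes) lie on chromosomes 8 or 11, and 262 of these were lower, so the shift of these chromosomes described below may add to the group. Among the highest were Gata6, Klb, Srgn, Fgf10 and Cubn, with log2 fold changes of 2.00, 2.26, 1.95, 1.43 and 2.29 in FL against EV auxin. Gata6, Srgn and Fgf10 were chosen after their values were seen. Gata6 and Cubn are genes of the primitive endoderm, so 20 other markers of that lineage were tested as a list, 4 of them also lineage markers of the planned list. All 20 were higher in FL than in EV untreated and 18 higher in FL than in EV auxin. In H373R 20 were higher than in EV auxin and 19 than in EV untreated. The list median was 1.06 in FL and 0.65 in H373R against EV auxin, and 0.97 and 0.618 against EV untreated (camera p at most 4.74e-08, and at most 0.0170 with an estimated correlation). It showed no common direction with auxin in EV cells (median -0.062, camera p 0.975), where 4 markers were called higher and 2 lower, and it was lower in H373R than in FL (median -0.43, 11 of 20 called lower). Of the 20 markers 14 were among the 1500 genes. The abundant genes Lamb1, Col4a1, Lama1 and Serpinh1 rose by 0.62, 1.04, 1.18 and 0.86 with FL, while Sparc did not (-0.0028). Lamc1, the most abundant marker, rose by 0.31 with FL, but against EV untreated it was at 0.096 in FL and -0.10 in H373R. One hypothesis is that the reintroduced cultures held more cells with primitive endoderm markers than the EV cultures did. Whether this comes from the proteins, or from how these cultures were derived or grown, is not resolved by the labels. Most of the 1500 genes are outside the list and are not explained by it.

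Genes of chromosomes 8 and 11 were lower in FL and H373R libraries than in EV libraries. With trends removed and each library set against the EV untreated mean, the chromosome 11 median lay between -0.152 and -0.131 in the 6 reintroduced libraries and between -0.012 and 0.0082 in the 5 EV libraries. For chromosome 8 the ranges were -0.133 to -0.093 and -0.022 to 0.0072. The two-sided exact permutation test over 462 splits gave p = 0.0022, the smallest possible, for both (adjusted p 0.0054 over 20 chromosomes). Small differences were common, with 14 of 20 chromosomes under 0.05, but the medians of the 18 other chromosomes lay between -0.011 and 0.064. Chromosome 8 stands apart less clearly than chromosome 11. Without removal of the trends its median was -0.089 and the 18 others spanned -0.050 to 0.093, with chromosome 7 as far from 0 on the other side. With trends removed chromosome 7 was still at 0.083 to 0.091 in the FL libraries and at 0.027 to 0.048 in the H373R libraries. After removal of the trends the chromosome 11 difference was -0.145, so GC content and length do not account for it. The share of its genes that were lower was 76.6%, against 71.1% on chromosome 8 and at most 51.8% on the 18 others, so the shift is not carried by a few genes. Each chromosome was parted into 4 stretches of equal gene number, and all 8 stretches were lower, with medians from -0.171 to -0.070. These values are consistent with fewer cells carrying an extra copy of chromosomes 8 and 11 in the reintroduced cultures, or with loss in some of them, which is a hypothesis, since DNA was not measured here. A regulated fall in many genes of both chromosomes also stays open. Ctcf itself lies on chromosome 8.

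Among the depletion genes, 1593 (47.0%) moved the same way in all 3 auxin groups against EV untreated and were called back by neither protein. After removal of GC content and length trends 2149 genes met this rule, 1286 of the 1593 among them, so such trends are not the cause of the whole group. All 3 comparisons share the EV untreated libraries, which also served to choose the depletion genes. No simulated value was obtained for this count, so how much of it the shared controls give is not known. Auxin can act on the aryl hydrocarbon receptor, and a list of its targets was tested, with 9 of 13 genes having enough counts. The smallest camera p over the 3 auxin groups was 0.125. Cyp1a1 was higher in all 3 (log2 fold change 1.36 in EV auxin, 1.11 in FL and 1.14 in H373R), at 17 to 19 counts in EV untreated. So was Cyp1b1 (1.22, 1.72 and 1.07, edgeR adjusted p 0.0330, 8.00e-04 and 0.0184), at 10 to 27 counts in EV untreated. Ahrr had lower raw counts in all 3, in libraries of different depth. It had 24 to 30 counts in EV untreated, 11 to 13 in EV auxin, 5 to 10 in FL and 8 to 14 in H373R. As used here, fry asks whether the list moved in 1 direction, not whether its members moved at all. The fry p was 0.454 in EV auxin, 0.00353 in FL and 0.0277 in H373R, each against EV untreated. An effect of auxin apart from CTCF cannot be told apart from incomplete return, since auxin-treated cells without the degron were not analysed here.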
